# A chromosome-scale assembly of the smallest Dothideomycete genome reveals a unique genome compaction mechanism in filamentous fungi

**DOI:** 10.1186/s12864-020-6732-8

**Published:** 2020-04-23

**Authors:** Bo Wang, Xiaofei Liang, Mark L. Gleason, Tom Hsiang, Rong Zhang, Guangyu Sun

**Keywords:** Compact genome, Genome architecture, Ectophytic, Extreme environment fungi, Oxford Nanopore sequencing, Retroelement

## Abstract

**Background:**

The wide variation in the size of fungal genomes is well known, but the reasons for this size variation are less certain. Here, we present a chromosome-scale assembly of ectophytic *Peltaster fructicola*, a surface-dwelling extremophile, based on long-read DNA sequencing technology, to assess possible mechanisms associated with genome compaction.

**Results:**

At 18.99 million bases (Mb), *P. fructicola* possesses one of the smallest known genomes sequence among filamentous fungi. The genome is highly compact relative to other fungi, with substantial reductions in repeat content, ribosomal DNA copies, tRNA gene quantity, and intron sizes, as well as intergenic lengths and the size of gene families. Transposons take up just 0.05% of the entire genome, and no full-length transposon was found. We concluded that reduced genome sizes in filamentous fungi such as *P. fructicola*, *Taphrina deformans* and *Pneumocystis jirovecii* occurred through reduction in ribosomal DNA copy number and reduced intron sizes. These dual mechanisms contrast with genome reduction in the yeast fungus *Saccharomyces cerevisiae*, whose small and compact genome is associated solely with intron loss.

**Conclusions:**

Our results reveal a unique genomic compaction architecture of filamentous fungi inhabiting plant surfaces, and broaden the understanding of the mechanisms associated with compaction of fungal genomes.

## Background

By the early twenty-first century, sequencing of the human genome was complete [1]. The total number of human genes was predicted to be nearly 25,000 [2]. Because the DNA which encoded proteins accounted for only 1.0% ~ 1.5% of the total DNA, the human genome was characterized as a *C*-value paradox; that is, not compact [3]. In contrast, the genome of the pufferfish (*Fugu rubripes*) is one-eighth the size of the human genome but it has a similar gene repertoire, so it was classified as a compact-genome vertebrate [4, 5]. In fungi, the yeast *Saccharomyces cerevisiae* possesses a highly compact genome because of significant intron loss compared to filamentous fungi [6]. The filamentous fungi *Pneumocystis* spp. and *Taphrina deformans*, both of the Taphrinomycotina subphylum, were also recognized to have compact genome structures [7–9]. The *Pneumocystis* genome exhibits substantial reduction of intron size, ribosomal RNA gene copy number and metabolic pathways [9], whereas *T. deformans* contains few repeated elements and short intron size, specially, just one ribosomal RNA gene copy [8].

The habitats of compact-genome species are usually extreme environments. It is therefore reasonable to hypothesize that streamlining of genome size and function is driven by restrictions imposed by their lifestyles [3]. Fungi in the sooty blotch and flyspeck (SBFS) complex exclusively colonize plant surfaces, which are extreme environments characterized by prolonged desiccation, nutrient limitation, and exposure to solar radiation [10]. Recent research has presented compelling evidence that SBFS fungi underwent profound reductive evolution during the transition from plant-penetrating parasites to plant-surface colonists [11–14].

Fungal genomes are usually smaller than most animal and plant genomes. It was found that fungal genomes were very diverse in nature varies from 8.97 Mb to 177.57 Mb [15]. The average genome sizes of Ascomycota and Basidiomycota fungi are 36.91 and 46.48 Mb respectively [15]. The class Dothideomycetes, one of the largest groups of fungi with a high level of ecological diversity, had the average genome sizes of 38.92 Mb, ranged from the smallest 21.88 Mb in *Baudoinia compniacensis* to the largest 177.57 Mb in *Cenococcum geophilum* [15, 16].

Our recently published draft nuclear genome of a representative SBFS fungus, *Peltaster fructicola* was 18.14 Mb, which has the smallest fungal genome known among Dothideomycetes. The genomic analysis of *P. fructicola* revealed several unique features, including a very small repertoire of repetitive elements and very few plant-penetrating genes, such as those involved in plant cell wall degradation, secondary metabolism, secreted peptidases, and effectors, and showed that the gene number reduction made this genome among the smallest in filamentous fungi [12]. In this study, we aim to achieve whole chromosome sequence assemblies for *P. fructicola* genome using Oxford Nanopore long read sequencing technology and to uncover the possible genome compaction mechanism by comparing to other filamentous fungal genomes.

## Results

### Chromosome-scale genome sequence assembly

Oxford Nanopore single-molecule sequencing using one flow cell produced 7.71 Gb of raw sequence data, and average length of passed reads was 19,278 bp. After quality and length filtering, the remaining reads provided approximately 406 fold genome coverage. The 369,827 error-corrected reads (N50 length = 26,789 bp) were assembled using our “assemble and polish pipeline” to give an assembly of 6 unitigs. Five of the six unitigs were completely sequenced from telomere to telomere without gaps (Fig. 1). The additional unitig was the circular mitochondrial genome. The size of the final assembled nuclear-genome was 18.99 Mb, with a N50 length of 3.68 Mb, which was composed of five chromosomes ranging from 2.77 Mb to 4.89 Mb. The five telomere-to-telomere chromosomes were categorized as pf_chr1 to pf_chr5, from the largest to the smallest. The genome size was close to the assembly size only using Illumina short-read sequencing (18.14 Mb) and theoretical size (19.54 Mb) [12]. The genome of *Peltaster fructicola* is smaller than the extremophilic sooty mold *Baudoinia compniacensis* (21.88 Mb) (Fig. 2a-b), which was the smallest previously reported genome for a filamentous fungus in Dothideomycetes [16].

**Fig. 1:**
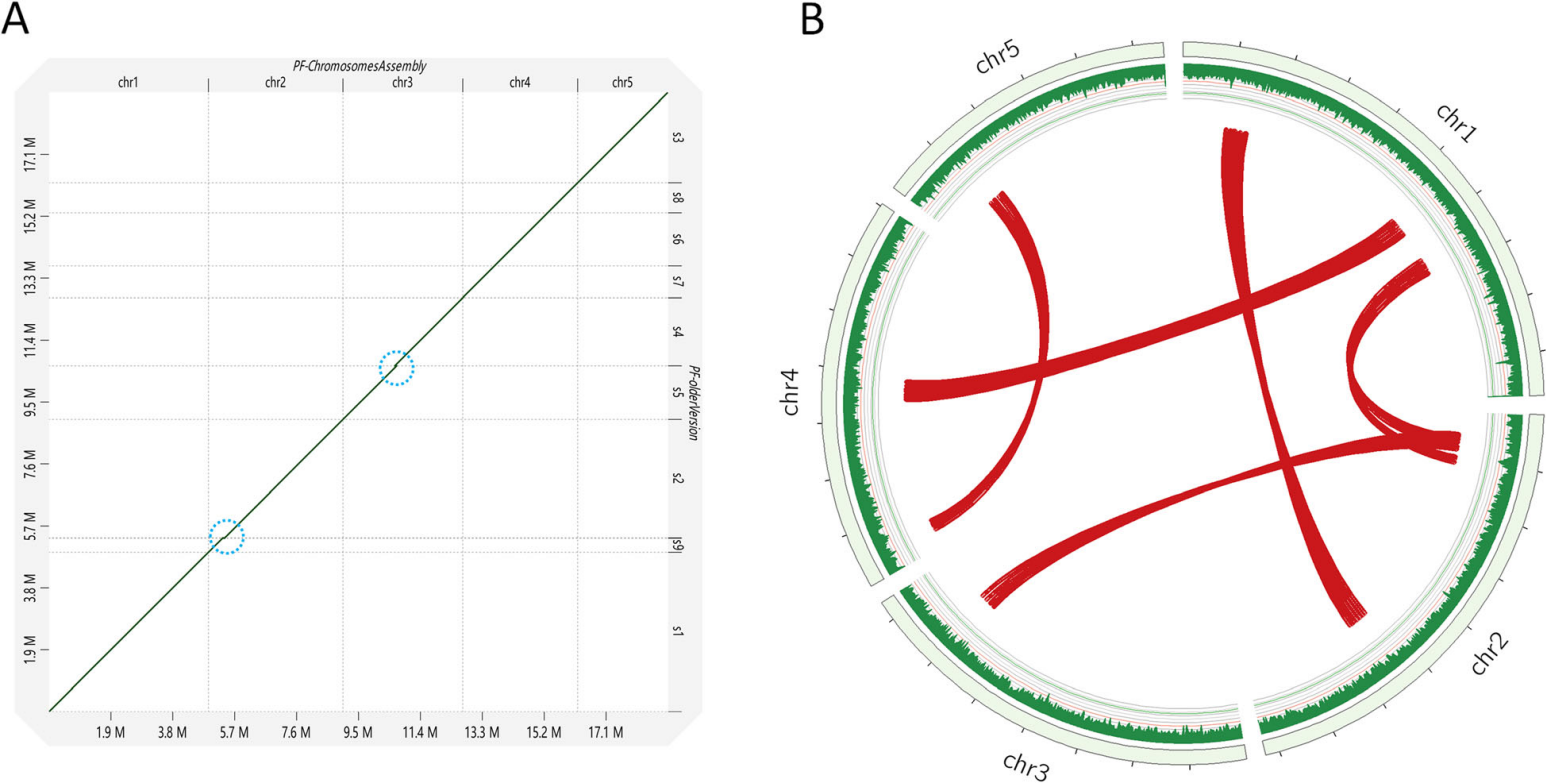
Chromosome level assembly of *P. fructicola* genome and syntenic blocks of the five chromosomes. **a**. Dot plot illustrating the comparative analysis of the chromosome level assembly genome and previous draft genome [12]. Scaffolds were grouped into chromosomes. The blue circles highlight major linker regions in chromosome level genome version. **b**. Circos plot displaying five collinearity blocks among five chromosomes of *P. fructicola*. From outside to inside, it represents the distribution of chromosome display, GC contents and syntenic regions, respectively

**Fig. 2:**
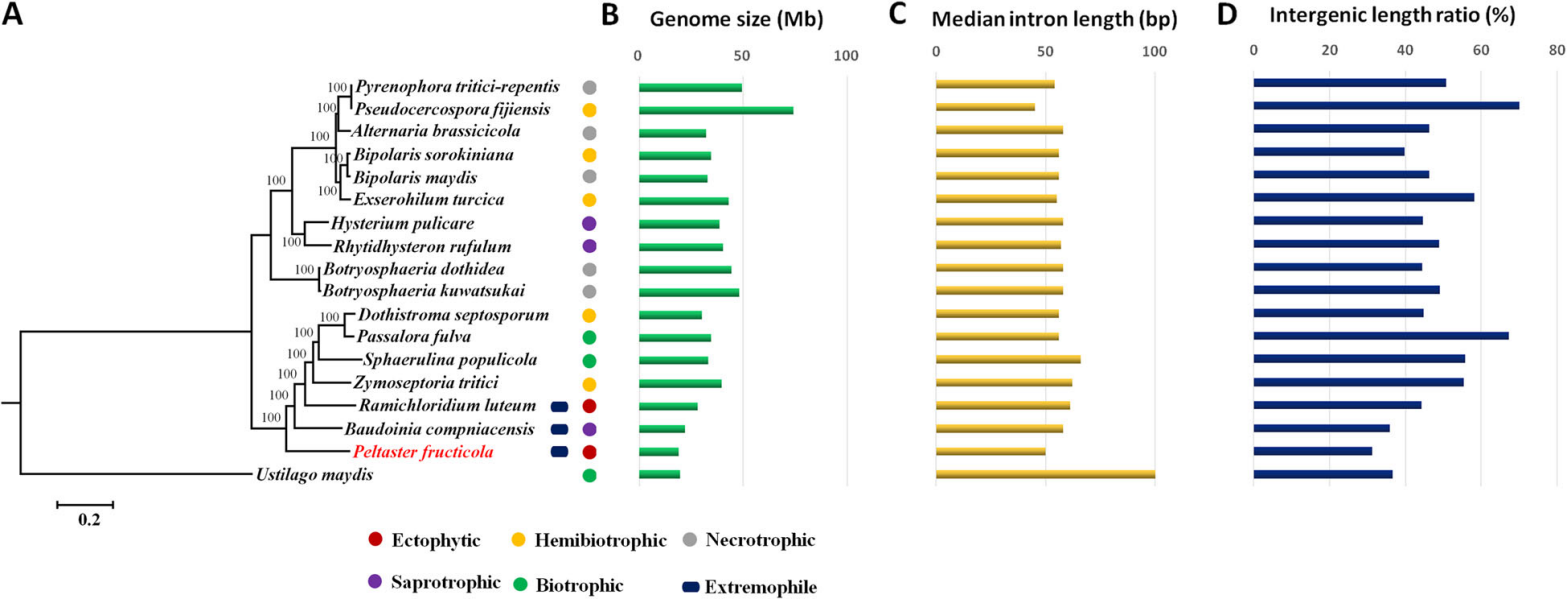
Phylogeny and genome characteristics of *Peltaster fructicola* and other 16 studied Dothideomycetes species. **a.** A maximum likelihood phylogenetic tree constructed from concatenated alignment of 1957 single-copy orthologs conserved across all species. Bootstrap values are indicated on branches. *Ustilago maydis* with small genome was used as the outgroup. **b.** Genome size compared among selected species. **c.** Median length of introns compared among selected species. **d.** Intergenic length ratio (%) compared among selected species

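The deposited gene annotation of *P. fructicola* covers the 5 chromosomes of this assembly. The authors made it with BRAKER 2.1.0, a pipeline built around the gene finder AUGUSTUS, with RNA-seq reads of this study and of an earlier study as evidence. Each model runs from a start codon to a stop codon, and the coding lengths of 100% of the 8258 transcripts were multiples of 3, so the models hold no UTRs and every length below is a coding length. More than 1 isoform was annotated for 181 genes. For proteins, exons and introns the shortest was used, following the methods of the paper. Gene extents and the shares of genes and coding exons in the assembly covered all isoforms. AUGUSTUS also gives each predicted intron a confidence score. Coordinates are those of this assembly, counted from 1. No genome sequence was used here, so the length of a chromosome was taken from its last annotated base, and whole-genome densities used the assembly size of 18.99 Mb that the paper gives. An annotation has no replicates, so its values carry no spread between samples, and the 95% intervals of densities treat gene counts as Poisson counts.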

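The annotation held 8072 protein-coding gene models, each with both a start and a stop codon. Chromosome 1 carried 2103 of them, chromosome 2 carried 1720, chromosome 3 carried 1557, chromosome 4 carried 1499 and chromosome 5 carried 1193. The predicted proteins averaged 494 aa (SD 356 across proteins), with a median of 412 aa and quartiles of 268 and 611 aa. The shortest protein had 66 aa and the longest 5569 aa. Proteins of at least 1000 aa numbered 598 (7.41%), and 220 proteins were shorter than 100 aa.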

A relatively small number of protein-coding genes was annotated in *P. fructicola* (8072) (average size = 500 aa) (Fig. S1), compared with the fungal phytopathogens *Sphaerulina populicola* (9739) and *Passalora fulva* (14,127). *P. fructicola* has higher gene density than other characterized Dothideomycetes species, except for *B. compniacensis* (Fig. 3). 

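Over the whole assembly, gene models stood at a density of 425 genes per Mb (95% Poisson interval 416 to 434). Introns of *P. fructicola* averaged 85.1 bp, and the regions between neighbouring genes averaged 717 bp. The sum of the last annotated coordinates of the chromosomes was 18934167 bp, so little of the assembly lay beyond the last gene models. This sum includes the left ends, where the first gene models start between 3351 (chromosome 5) and 31865 (chromosome 2). Introns together took up 912687 bp.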

The genomic size of *P. fructicola* is similar to that of the basidiomycete *Ustilago maydis* (19.66 Mb) [17], but *P. fructicola* has higher gene density (425 per Mb vs. 345 per Mb) and shorter average intron (Fig. 2c and Fig. S2) and intergenic length (Fig. 2d). There is little difference in gene density between *P. fructicola* and compact fungal genome of *Pneumocystis jirovecii* [9] (425 per Mb vs. 448 per Mb), or with fungus *Taphrina deformans* (431 per Mb), but exceeded most of fungi examined (Fig. 3).

**Fig. 3:**
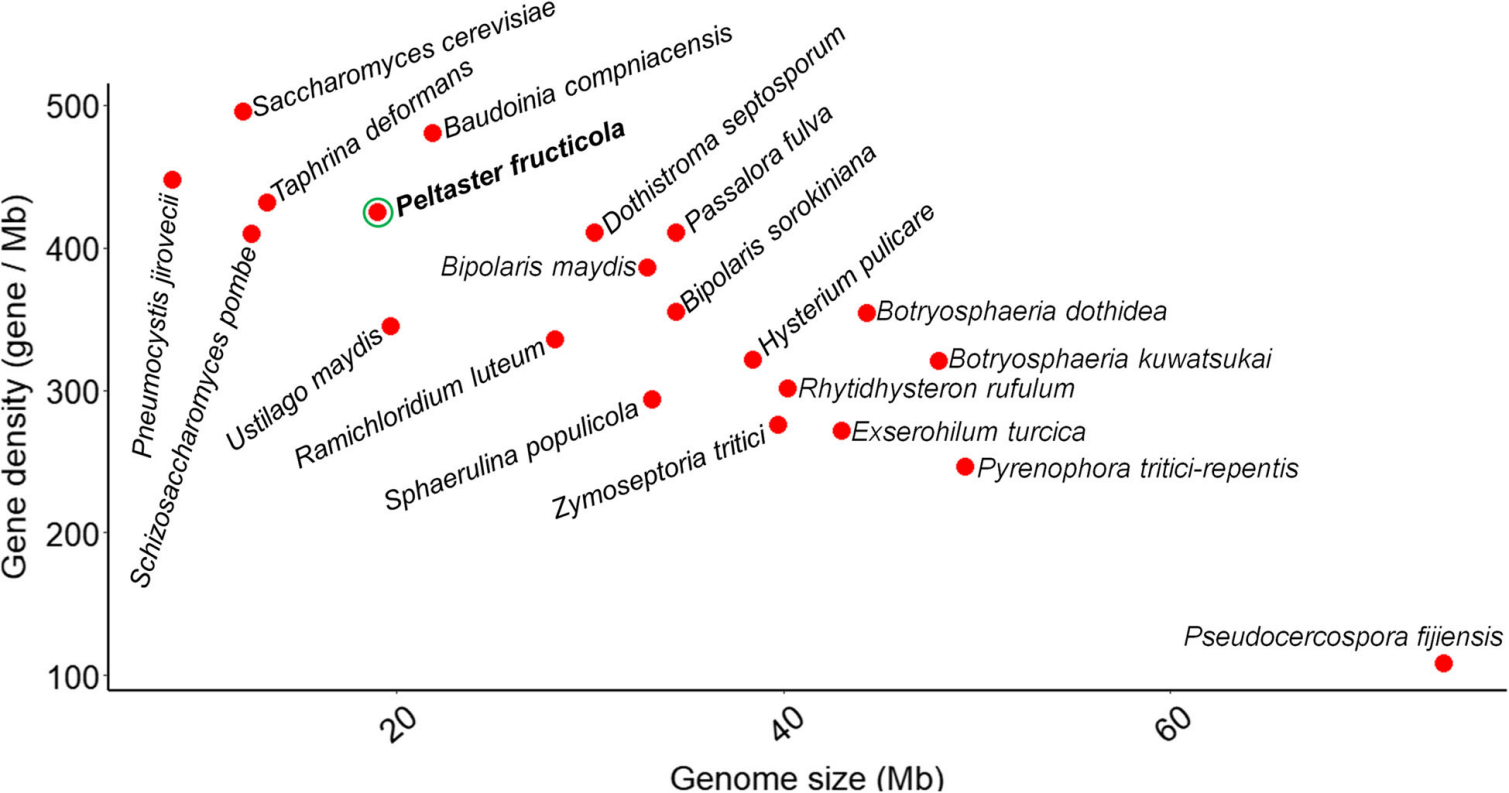
Comparison of gene density and genome sizes in selected species

Of the 8072 gene models for *P. fructicola*, 8057 were supported by at least one FPKM (Fragments per kilobase of exon per million reads mapped), and 7658 models were supported by at least 10 FPKM. 

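RNA-seq values came from 3 mycelial cultures of *P. fructicola*, with 1 library per condition. The cultures were grown on potato dextrose broth (PD) for 5 d, on PD for 15 d, and on PD with PEG 6000 for 15 d. PEG 6000 is a polymer commonly used to lower the water potential of a medium, and its concentration was not given in the sources used here. The other treatments of the study, on PDA and on apple fruit, were not analysed here. The authors made directional libraries of polyadenylated RNA, mapped paired reads to this assembly with TopHat under the parameter "-g 1", and computed FPKM per gene with Cufflinks 2.2.1. The methods of the paper name TopHat 2.0.9 and a HiSeq platform, whereas the processing notes of the submitters name TopHat2 2.1.0 and the series design names a NextSeq 500. The deposited table gives 1 FPKM value per gene and library and no counts. The depth was therefore estimated from the lowest nonzero values, taken as 1 fragment per gene. Cufflinks can assign fractions of fragments, so the true depth, and the fragments per gene derived from it, may be lower. It came to about 4.51 M fragments for PD 5 d, 5.31 M for PD 15 d and 3.41 M for PD+PEG 15 d. At these depths, a gene of median coding length (1239 bp) with an FPKM of 10 corresponds to about 55.8, 65.8 and 42.2 fragments, respectively. Because each condition has a single library, no difference between conditions has a replicate check and none was tested.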

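Across the 3 libraries, 8030 genes (99.5%) reached an FPKM of at least 1 in at least 1 library, and 7164 genes (88.8%) reached at least 10. RNA-seq reads of this study were also evidence for the gene models, so high shares are in part built in. At least 1 FPKM was reached by 7796 genes at 5 d, 7960 genes at 15 d and 7815 genes with PEG. At least 10 FPKM was reached by 6164, 6788 and 6322 genes, respectively. In every library at once, 7624 genes had at least 1 FPKM and 5673 had at least 10. The highest mean FPKM belonged to g1206 on chromosome 2 (2916675 to 2920547), with 28767 FPKM at 5 d, 7746 at 15 d and 22543 with PEG. It was followed by g4172 on chromosome 1 (2233355 to 2234465), with 24907, 14369 and 12288 FPKM. At the other extreme, 42 genes stayed under 1 FPKM in every library, 23 of them listed at 0 throughout, and their median coding length was 334.5 bp. Genes listed at 0 numbered 134 at 5 d, 54 at 15 d and 164 with PEG, where the estimated depth was lowest.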

Among the predicted genes, 6010 genes had matches to entries in the PFAM database, 7575 genes had matches in the non-redundant database and 5723 were mapped to Gene Ontology (GO) terms (Fig. S3). We re-predicted a previous draft genome of *P. fructicola* [12] using the pipeline developed in this study (see methods section) and obtained 7604 gene models. To compare gene content between the current and former annotations of *P. fructicola*, we used BUSCO v.1.2 to search for a set of 1438 fungi universal single-copy orthologous genes (FUSCOGs). Among 1438 FUSCOGs, the proportion classified as ‘fragmented’ declined from 5.8% in the previous annotation to 3.8% in the current annotation, and the proportion classified as ‘missing’ declined from 1.8 to 1.1%. Some fragmented and missing regions were recovered in this new assembly version (Fig. 1a). The BUSCO identification of nearly all (99%) core fungal genes of the current annotation of *P. fructicola* suggested a high-quality assembled genome and predicted gene set.

### Telomere repeat

Chromosome-scale assembly suggested that the repeat unit in *P. fructicola* telomeres was TAGGG. This unit was has not been previously reported from other fungi (Telomerase Database: http://telomerase.asu.edu/sequences_telomere.html), but was reported from the unicellular heterotrophic flagellate *Giardia intestinalis* [18], a unicellular heterotrophic flagellate, whose genome is compact [19]. A repeat unit of telomeres of *P. fructicola* and *Giardia* spp., formed by five bases, is the shortest compared to all other eukaryote species reported (6–26 bases) (Telomerase Database: http://telomerase.asu.edu/sequences_telomere.html)*.* Interestingly, none of the subtelomeric regions (up to 25 kb) in the *P. fructicola* nuclear genome showed homology to each other (*e*-value = 1e-3, coverage > 10%). This situation is different from that of *Saccharomyces cerevisiae*, in which all chromosomal ends contain core X elements [20]. In addition, all subtelomeric regions in *P. fructicola* were of low gene density with only 30 genes detected in the 10 subtelomeric regions composed of 250 kb (Table S1) resulting in 0.12 genes per kb. In contrast, the average whole genome gene density was 0.425 genes per kb. 

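In the annotation, 39 gene models lay wholly within 25 kb of a chromosome end, or 0.156 genes per kb (95% Poisson interval 0.111 to 0.213). All 29 genes of Table S1 were among them. The right arm of chromosome 5 carried 9 of these genes, the right arm of chromosome 3 carried 7 and the right arm of chromosome 2 carried 6. The left arm of chromosome 2 carried 0, and its first gene starts at 31865. Left ends held 11 genes in all, 10 of them in Table S1, and the other was g1721 on chromosome 4 (7651 to 10491). Right ends held 28 genes, counted from the last annotated base, which lies inside the true chromosome end. In a setting chosen after the values were seen, the right ends of chromosomes 1 and 5 were placed at the sizes the paper gives. That of chromosome 3 was placed at the paper's N50 of 3.68 Mb, taken here as its size. Then 31 genes remained within the windows, 28 of them in Table S1. A window of 50 kb held 126 genes.

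**Figure D1:**
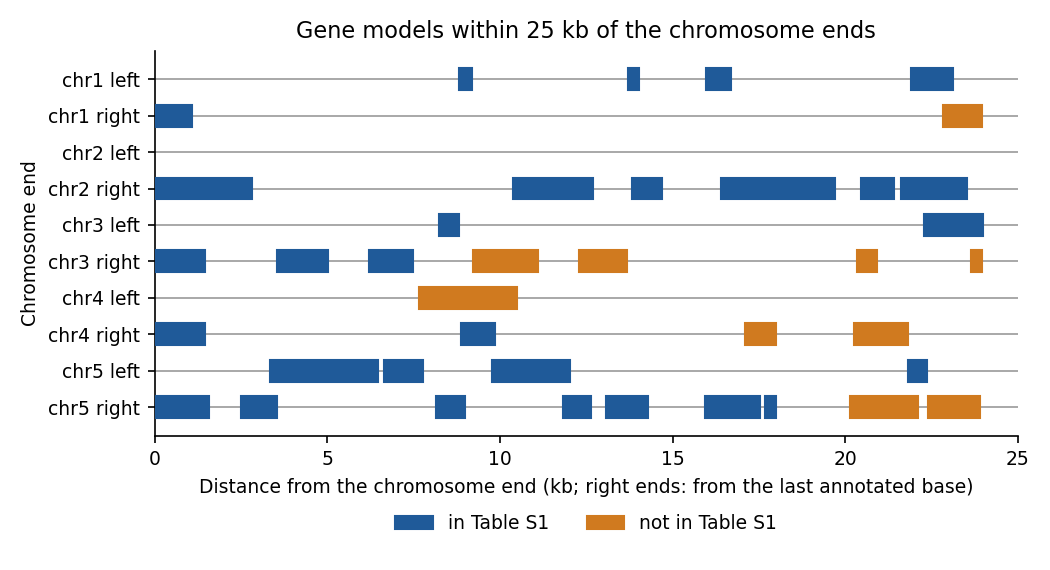
Position of the gene models within 25 kb of each chromosome end. The x axis gives the distance from the end in kb and each row is a chromosome end, with genes of Table S1 in blue and other gene models in orange. The left end of chromosome 2 is empty, and the orange models lie mostly on right ends.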

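Of the 29 genes of Table S1, 10 carried a predicted function, 9 matched hypothetical proteins of other fungi and 10 had no function. The predicted functions include an aldo-keto reductase (g5322), a Ras family protein (g1716), a nucleoside phosphorylase (g5323) and an FAD-binding protein (g6511). Also among them are g6517, labelled a heterokaryon incompatibility protein, and g6515, labelled a protein with a HET domain. Heterokaryon incompatibility is the rejection of genetically different hyphae, and no role of these genes in it was tested. FPKM of g6517 was 7.60 at 5 d, 12.8 at 15 d and 11.6 with PEG, and that of g6515 was 0.744, 14.5 and 8.96. Expression at the chromosome ends was low, with a median of 12.8 over the highest FPKM of each of the 39 genes. The medians of 10000 random lists of as many genes ranged from 35.0 to 110.1 in their central 95%, and the subtelomeric median lay at percentile 0. An FPKM of at least 10 was reached by 21 of the 39 genes and at least 1 by 38. Only 5 genes reached 100 FPKM, named here after their values were seen, namely g3218 (430.3 at 15 d), g6509 (329 with PEG), g3216 (198 at 15 d), g6512 (119.5 with PEG) and g8070 (116.5 at 15 d).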

There was no regularity in the distribution of genes in the subtelomeric region on chromosomes, and most of the genes had unknown functions. The pf_chr2 right arm contained a GH31 gene and pf_chr5 right arm contained an amino acid permease (Table S1). 

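The GH31 gene, g1717, lies on chromosome 2 from 4106080 to 4109369 and has 6 coding exons with a coding length of 3066 bp. Its FPKM was 11.3 at 5 d, 22.5 at 15 d and 19.2 at 15 d with PEG. The amino acid permease gene, g6510, lies on the minus strand of chromosome 5 from 2747176 to 2748781 and has 2 coding exons. It was expressed at 1.68 FPKM at 5 d, 7.17 at 15 d and 2.11 with PEG. Both genes were thus measured in every library, g1717 at a higher FPKM than g6510 in each.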

The function of the GH31 gene was predicted to be alpha-glucosidase activity, which can release glucose from the non-reductive end of oligosaccharide substrates by cutting alpha-1,4-glycoside bonds [21]. Amino acid permease is a membrane protein with 12 transmembrane domains whose function is to transport amino acids into cells. Using Phobius software (http://phobius.binf.ku.dk/), we predicted that the g6510.t1 gene had 12 transmembrane domains, which further confirmed that the gene was an amino acid permease.

### Decreased chromosome number and relative independence of five chromosomes

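The 18793 coding exons of *P. fructicola* had a median length of 324 bp, with quartiles of 112 and 887 bp. Exon length depended strongly on whether a gene had introns. Genes with a single exon numbered 2860 (35.4%), and the median length of their exon was 1287 bp. In genes with introns, the 15933 exons had a median of 238 bp. The 5509 internal exons, which are flanked by introns on both sides, had a median of 184 bp.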

The finished genome of *P. fructicola* contained five chromosomes, much fewer than the 21 chromosomes of its closely related plant-penetrating species, *Zymoseptoria tritici* [22]*.* We found that the *P. fructicola* genome was overall gene-dense with shorter intron (Fig. 2c) and intergenic lengths (Fig. 4a) but longer exon lengths compared to *Z. tritici* genome (exon size median: 328 vs. 300) which shows overall gene-sparse (Fig. 4b). Pairwise sequence comparison of the genomes of *P. fructicola* with *Z. tritici* (Fig. 4b) revealed a high degree of micro-mesosynteny (genome segments having a similar gene content but shuffled order and orientation), likely due to intrachromosomal rearrangements [23]; this level of rearrangement appears to be among the most striking between closely related genera anywhere in the Dothideomycetes [24]. There were no syntenic regions observed between the *P. fructicola* chromosomes and the eight accessory chromosomes of *Z. tritici* (Fig. 4b)*.* Chromosomal fusion may have led to depletion in numbers of *P. fructicola* chromosomes. For example, fusional DNA may have carried a gene that was beneficial to the recipient species, and thus the chromosome (or a large section) carrying this gene may have been retained while sections not essential for environmental adaptation were lost; these processes may help to explain both *P. fructicola*’s massive loss of pathogenicity-related genes and its retention of cutinase and secreted lipases [12, 24].

**Fig. 4:**
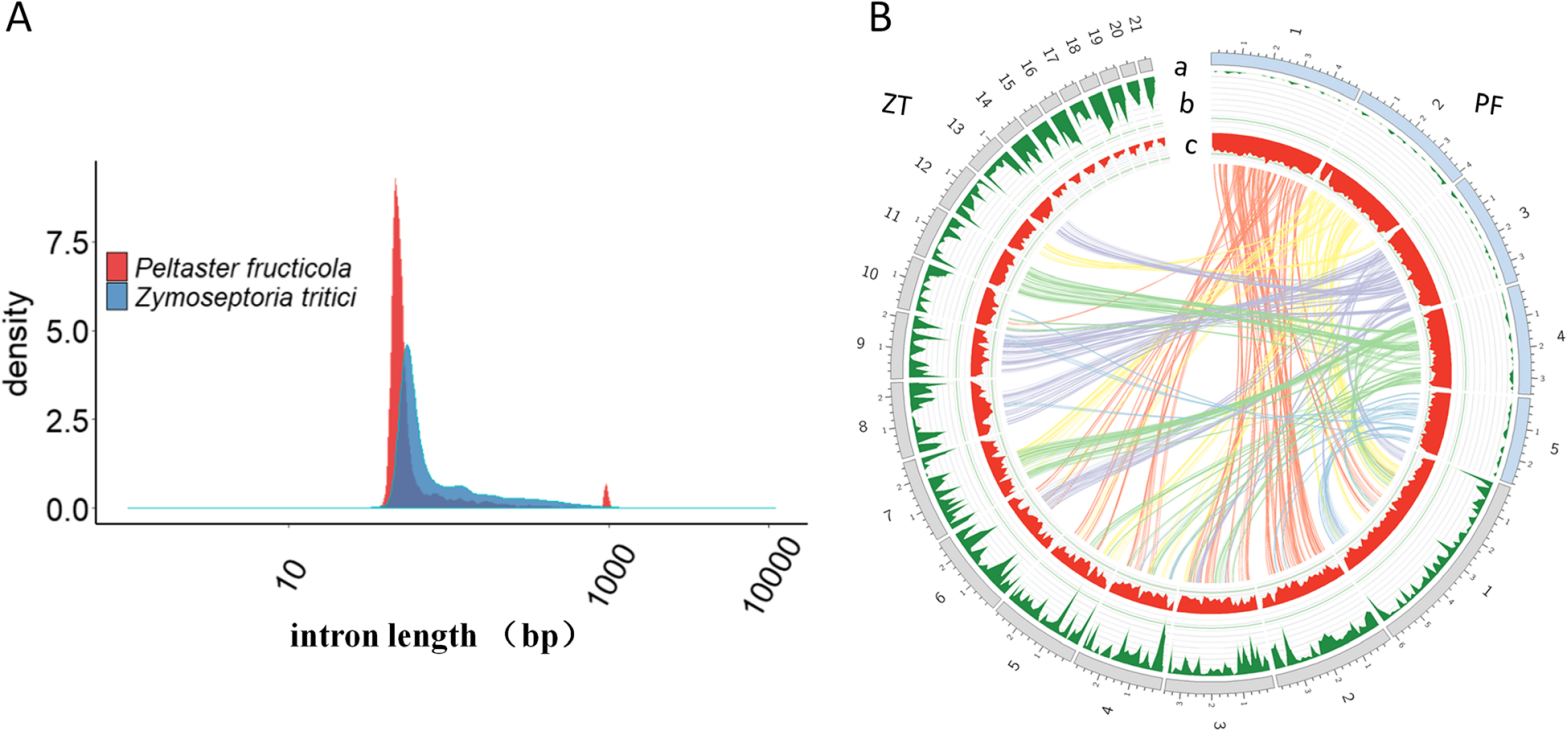
Length of intergenic region, colinearity, transposable elements (TEs) and gene density analysis between *Peltaster fructicola* and *Zymoseptoria tritici*. **a**. Intergenic length density plot of *P. fructicola* genome and *Z. tritici* genome. **b**. Syntenic blocks between two species are shown in various color lines (BLASTN coverage > 1 kb). *P. fructicola* (PF) chromosomes are shown as light blue colour, *Z. tritici* (ZT) 21 chromosomes [22] are shown as colour. Track a-c are the distribution of chromosomes, TEs density and gene density respectively, with densities calculated in 100 kb windows

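Among the 8067 pairs of neighbouring genes on the 5 chromosomes, 1 pair overlapped. The others were separated by a median of 462 bp, with quartiles of 240 and 849 bp. Distances under 100 bp were found for 803 pairs, and 43 intergenic regions exceeded 5 kb. Median distances were longest on chromosome 2 (485 bp) and shortest on chromosome 1, with 457 bp on chromosome 3, 460.0 bp on chromosome 4 and 467.5 bp on chromosome 5.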

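Gene density was 432 genes per Mb on chromosome 1 (95% Poisson interval 414 to 451), 417 on chromosome 2 (397 to 437), 425.3 on chromosome 3 (404 to 447), 426 on chromosome 4 (405 to 449) and 431.5 on chromosome 5 (407 to 457). The 5 intervals overlapped. The gene numbers are complete counts of 1 annotation, so this overlap is no test of the order, which also depends on the chromosome lengths used. Chromosome 2 also held the largest stretch without a gene model, 78086 bp from 431977 to 510062, between g163 and g164. The next largest, on chromosome 1, was 21760 bp. With the largest gap of each chromosome left out, chosen after the values were seen, chromosome 2 came to 424.9 genes per Mb and chromosome 1 to 434.01. Densities rest on the last annotated base of each chromosome, which understates its length.

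**Figure D2:**
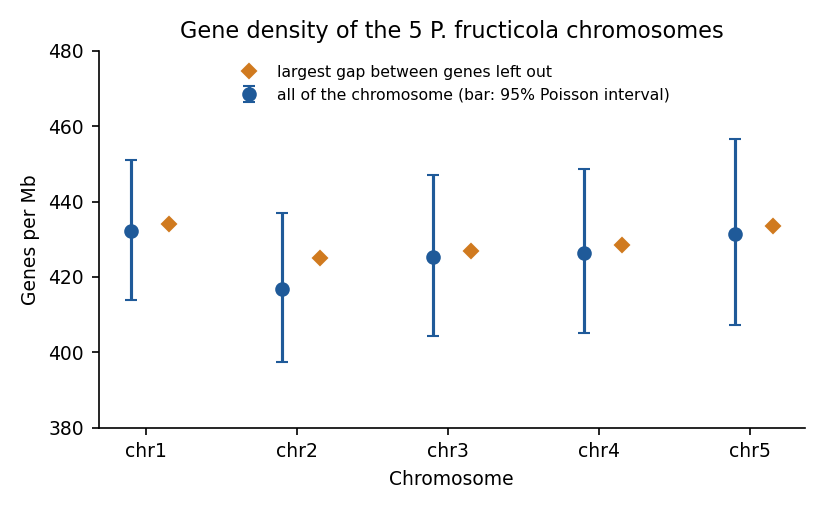
Genes per Mb (y axis, not starting at 0) on each of the 5 chromosomes (x axis). Blue points are whole chromosomes with their 95% Poisson intervals, and orange diamonds leave out the largest gap between genes. Chromosome 2 is lowest in both, and the intervals overlap.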

The pf_chr5 had greater density than the other four chromosomes, whereas rDNA repeat units gave pf_chr2 the lowest gene density. Only 69 collinear genes (0.85% of all genes) were detected, in five collinearity blocks (Fig. 1b). 

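The 5 blocks of Table S2 hold 36 gene pairs made of 69 distinct genes, or 0.855% of the gene models, and 3 genes belong to more than 1 pair. Block 1 joins chromosome 1 (493176 to 723487) to chromosome 2 (2597961 to 2821846) through 8 pairs. Each of these regions spans 96 gene models, so most genes between the paired ones are not collinear. Block 5 joins chromosome 4 (196366 to 305992) to chromosome 5 (524893 to 700019). In 22 of the 36 pairs, mean FPKM over the 3 libraries was at least 4-fold apart on the log2(FPKM + 1) scale, and the median difference was 2.30 log2 units. No random pairs were drawn, so these values do not show whether partners differ more or less than other genes. An FPKM of at least 10 in at least 1 library was reached by 64 of the 69 genes.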

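In block 1 of Table S2, g3431 on chromosome 1 (543425 to 545395) is paired with g1084 on chromosome 2 (2633111 to 2634902). FPKM of g3431 was 3.68 at 5 d, 7.37 at 15 d and 6.16 with PEG. Its partner g1084 had 5.97, 31.5 and 15.9 FPKM, the higher value of the pair in every library.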

One pair of collinear genes located on pf_chr1 and pf_chr2 were involved in DNA repair (Table S2).

### Very low repeat content

Multivariate repeated DNA sequences may account for variations in genome size [25]. Analysis of the repeat content of the chromosome-scale assembly of *P. fructicola* revealed that repeat elements comprised only 0.34%. When compared to other highly compact fungi, the repeat content of *P. fructicola* was also the lowest (Table 2). Most of the repeat elements identified were found in simple repeat sequences (0.278%) (Table S3). Only 0.05% of the genome assembly was classified as transposable element (TE) insertions. A total of 112 TE insertion locations were of multiple origins, representing 11 TE families from the two main TE orders (Class I/retrotransposons and Class II/DNA transposons). Most of the TE insertions were from retroelements (86.6%), which were created based on the three primary ingredients: *Ty1*/*Copia* long terminal repeats (LTR) elements, *Gypsy*/*DIRS1* LTR elements and *Tad1* long interspersed nuclear elements (Table 1). The *Gypsy* and *Copia* superfamilies were the main LTR-retrotransposon elements (Table 1). Maximum length percentage of total TE length were only 27% (According to RepBaseEdition-20,170,127) (Fig. 5a), so no full-length TE was detected in the *P. fructicola* genome (Fig. 5b), and the lengths were very short (Table S3). A total of nine Class II TE families [i.e., 3 *hobo-Activator*, 1 *Helitron,* 1 *TcMar-Sagan*, 1 *TcMar-Pogo*, 2 *TcMar-Fot1*, 1 *En-Spm*, 4 *Harbinger*, 1 *P-element* and one unclassified element] were identified. The fragment length of DNA transposons was only 17% of full length extracted from RepBaseEdition-20,170,127 (https://www.girinst.org/). The pf_chr4 had the most TE elements (*n* = 31) compared to pf_chr1 (*n* = 22), pf_chr2 (*n* = 21), pf_chr3 (*n* = 24), and pf_chr5 (*n* = 15). The number of DNA transposons was similar to that of *S. cerevisiae* but the number of retroelements was significantly lower (Table 1)*.* When compared to TE families in *Z. tritici*, we found that *P. fructicola* had a reduced battery of Class I and Class II transposable elements (Table 1).

**Table 1:** Classified repeat contents in *Peltaster fructicola*, *Saccharomyces cerevisiae* and *Zymoseptoria tritici*. All annotation data were analysis using the pipeline described in method section

	*P. fructicola*	*S. cerevisiae*	*Z. tritici*
**Genome assembly source**	Current study	NCBI R64	NCBI IPO323
**Retroelements**	**97**	**562**	**2261**
**LINEs (long interspersed nuclear elements):**	5	4	537
Penelope	0	0	1
Tad1	5	3	376
RTE/Bov-B	0	0	97
L1/CIN4	0	0	63
CRE	0	1	0
**LTR (long terminal repeats) elements:**	92	558	1376
BEL/Pao	0	0	37
Ty1/Copia	34	477	347
Gypsy/DIRS1	57	81	991
Ngaro	0	0	1
Retroposon (Unclassified)	1	0	348
**DNA transposons**	**15**	**18**	**564**
hobo-Activator	3	0	85
hAT-hATw	1	0	0
hAT-Ac	2	0	1
hAT-Restless	0	0	84
Helitron	1	1	1
TcMar-Sagan	1	0	1
TcMar-Pogo	1	0	0
TcMar-Fot1	2	1	88
TcMar-Tc1	0	0	40
TcMar-Ant1	0	1	63
Novosib	0	0	30
Dada	0	0	1
En-Spm	1	7	2
DNA (Unclassified)	1	4	44
MuLE-MuDR	0	0	63
Tourist/Harbinger	4	3	61
Other (Mirage, P-element, Transib)	1	1	0
Simple repeats:	1279	2828	6392
Low complexity:	78	530	830
**Transposon content (%)**	**0.05**	**3.41**	**10.42**
**Repeat content (%)**	**0.34**	**5.13**	**12.26**

**Fig. 5:**
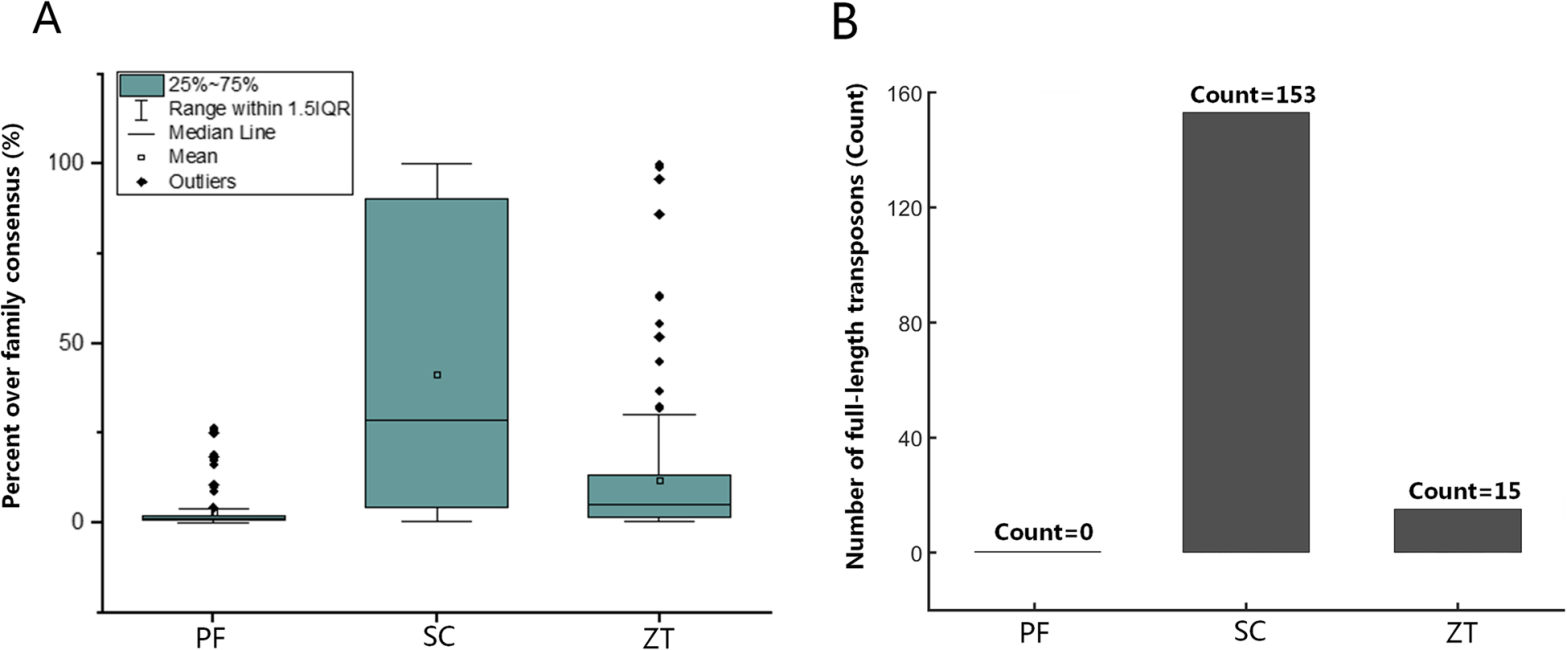
Transposons length analysis of *P. fructicola* (PF) compared with *S. cerevisiae* (SC) and *Z. tritici* (ZT). **a**. Boxplots of proportion of total TE length*.* **b.** Number of full-length transposons are shown (> 90% length over family consensus)

### Reduced rDNA and tRNA genes

Because of the strong positive relationship between rDNA copy number and genome size [26], we examined rDNA copy number to determine its relationship to the small genome size of *P. fructicola*. The *P. fructicola* rDNA unit was defined according to the complete rDNA sequence of *Neurospora crassa* (GenBank accession: FJ360521) using BLASTN. We obtained a 5932 bp rDNA unit including 18S–5.8S-28S ribosomal genes, which were located on pf_chr2. Like most eukaryotic species [27], 5S rDNA genes of *P. fructicola* were found outside the rDNA units, and were situated on pf_chr1, 3, 4 and 5. We estimated nine copies of the rDNA gene cassette in *P. fructicola* according to a computational method using whole-genome short-read DNA sequencing [28]. This copy number was strikingly smaller than that of *Saccharomyces cerevisiae* (~ 560) but similar to other filamentous fungi with compact architecture (Table 2), as well as most bacteria [29]. In *P. fructicola*, 44 tRNA genes were identified by tRNAScan-SE, similar to the total in *Pneumocystis jirovecii* (71tRNAs) and other *Pneumocystis* spp.(45 to 47 tRNAs) (9) but much less than that in *S. cerevisiae* or *T. deformans* (Table 2), or other eukaryotes (170–570 copies) [30].

**Table 2:** *Peltaster fructicola* nuclear genome statistics and comparison to other fungal species with highly compact genome

Species	*Peltaster fructicola*	*Taphrina deformans*	*Pneumocystis jirovecii*	*Saccharomyces cerevisiae*
Chromosomes (count)	5	NA^a^	NA^a^	16
Genome size (Mb)	18.99	13.3	8.1	12.07
GC content (%)	51.95	49.5	29.1	38.3
Protein coding genes (count)	8072	5735	3898	6002
Exons per gene (count)	2.32	2.1	3.7	1.13
Introns per gene (count)	1.36	NA^a^	4.7^b^	0.06
tRNA genes (count)	44	169	71	275
rDNA copies (count)	9	1	5	~ 560^b^
Intergenic distance (median, bp)	463	NA^a^	326	350
Intergenic regions (%)	31	36	29	26
Intron distance (median, bp)	50	NA^a^	45	111
Telomere repeat unit	TAGGG	TTAGGG	TTAGGG	T(G)_2–3_(TG)_1–6_
Repeat content (%)	0.34	1.5	9.8	5.13
Data source	Current study	From reference [8]	From reference [8]	Analysis in this study. NCBI R64 genome version was used

^a^NA, not applicable or not available from the website

^b^These data are obtained from reference [9]

### Reduced length of non-coding DNA

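Introns of *P. fructicola* clustered tightly in length. Of 10721 introns in the shortest isoforms, 8452 (78.8%) were 41 to 60 bp long. The median was 50 bp, the quartiles were 46 and 56 bp, and the 5th and 95th percentiles were 43 and 215 bp. The shortest intron had 35 bp. Introns longer than 100 bp numbered 1202 (11.2%). The median was 49 or 50 bp on each of the 5 chromosomes.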

The median intron size of *P. fructicola* was 50 bp, only slightly more than that of *Pneumocystis jirovecii* (45 bp) and *Pseudocercospora fijiensis* (45 bp), but much less than the median of *S. cerevisiae* (111 bp) [31] and Dothideomycetes species in general (median = 57 bp, significantly different from *P. fructicola*) (Fig. 2). Intron size distribution in *P. fructicola* compared with others showed that the length of introns tended to be the shortest (Fig. S2). The longest intron size of *P. fructicola* was only 1053 bp, much short than others (1356 bp to 42,135 bp). 

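The longest annotated intron, of 1053 bp, lies in g555 on chromosome 2, from 1408189 to 1409241. Table S5 pairs g555 with yeast Msn2, a transcription factor of the general stress response. AUGUSTUS gave this intron a confidence of 0.69 on a scale that ends at 1. FPKM of g555 was 35.0 at 5 d, 171.6 at 15 d and 24.8 with PEG. The next longest introns, picked out after their lengths were seen, were in g5862 (1036 bp, confidence 0.15) and g1790 (1031 bp, confidence 0.70), and the longest with a confidence of 1 had 1013 bp. Introns over 950 bp numbered 216 (2.01%) and lay in 198 genes. Of these, 173 exceeded 950 bp by at most 25 bp, whereas the annotation held 0 introns in the 25 bp below that edge. A confidence of 1 was given to 6.02% of the introns over 950 bp, to 26.3% of the 95 introns of over 400 and up to 950 bp, and to 64.7% of the shorter ones.

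**Figure D3:**
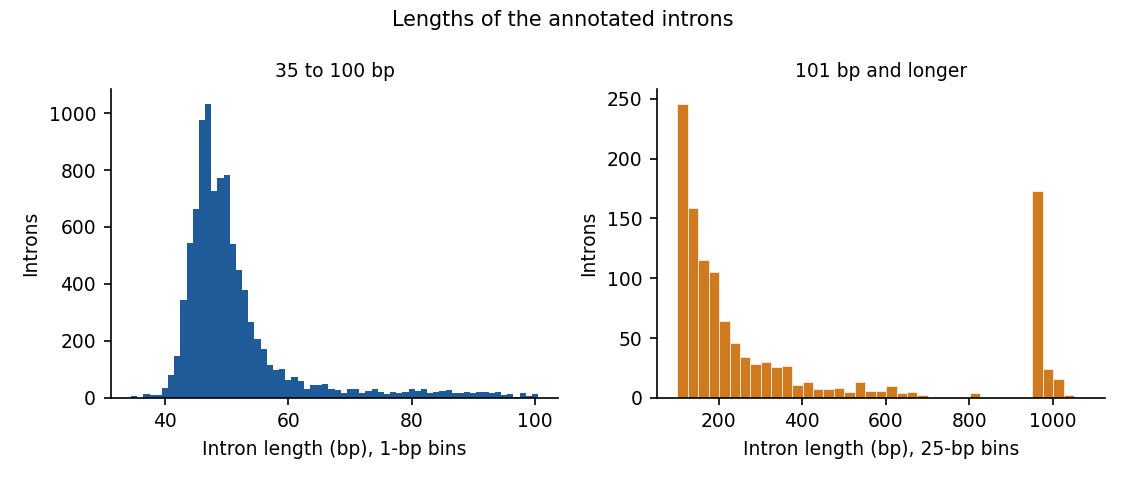
Number of introns (y axes) by intron length in bp (x axes), from 35 to 100 bp in bins of 1 bp (left) and over 100 bp in bins of 25 bp (right). Most introns lie near the median of 50 bp, and 173 introns stand apart in the bin just above 950 bp.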

Intron number of *P. fructicola* was significant higher than that of *S. cerevisiae* (Table 2), but the intron sizes in *P. fructicola* were strikingly smaller compared to *S. cerevisiae*. 

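Gene models of *P. fructicola* held 1.33 introns and 2.33 coding exons on average. Introns were present in 5212 genes (64.6%), which had 2.06 introns each. A single intron was found in 2379 genes, the genes with 2 exons. Genes with 3 exons numbered 1474, those with 4 exons 683 and those with 5 exons 363, and 313 genes had at least 6 exons. The largest number of exons in a gene was 15.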

Intron size has been correlated to TE number [32], and as expected, *P. fructicola* also had a correlation between small intron size and fewer TEs.

Intergenic regions in *P. fructicola* occupied only 31% of the genome (Table 2), which was similar to that of *S. cerevisiae* (26%), *Pneumocystis jirovecii* (29%), and *Taphrina deformans* (36%), but smaller than for other Dothideomycetes species (range from 36% in *B. compniacensis* to70% in *Pseudocercospora fijiensis*). Moreover, 92.2% of the *P. fructicola* genome was covered by primary transcripts across all five stages. 

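By the gene models, 31.1% of the assembly lay outside genes and 4.81% lay in introns. The distance between neighbours depended on their orientation. The 2376 convergent pairs, whose stop codons face each other, were a median of 193 bp apart. The 2377 divergent pairs, whose start codons face each other, were 595 bp apart, and the 3313 tandem pairs 578 bp. Because the models end at the start and stop codons, these distances include the UTRs of both neighbours. From the short intergenic regions and the small introns, the paper concludes that both were major mechanisms of the compaction of this genome.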

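Coding exons of genes with at least 1 FPKM in at least 1 of the 3 libraries covered 64.0% of the assembly. At a threshold of 10 FPKM, the share was 57.0%. Coding exons of all gene models took up 64.1%, so nearly every coding base belonged to a gene with at least 1 FPKM. The models were predicted with reads of this study as evidence, which in part builds in this closeness. With introns included, expressed gene models spanned 68.7% and all gene models 68.9%. These shares rest on coding models, and transcripts assembled from the reads, which can extend into UTRs and beyond gene models, were not used here. The paper proposes that small introns and a high content of exons may lead to the high transcribed coverage of this fungus relative to the less compact species it examined.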

Genome-wide coverage of transcribed regions of the *P. fructicola* genome was significantly higher than for many non-compact fungal species, such as *Colletotrichum fructicola* (52.4%), *Passalora fulva* (60.4%), *Zymoseptoria tritici* (70.6%), *Alternaria brassicicola* (82%) and *Ustilago maydis* (84.0%), and even exceeded transcribed coverage for the human genome (~ 75%) [2]. Another SBFS fungus, *Ramichloridium luteum*, which shared some common features with *P. fructicola*, also had a high transcribed coverage (87.3%).

### Substantial reduction of the size of gene families but retention of all primary metabolic pathways

Based on a maximum likelihood tree constructed from concatenated alignment of 1957 single-copy orthologs conserved across 18 selected species, *P. fructicola* was clustered with other members from Capnodiales (Fig. 2a). We compared the *P. fructicola* genome with that of three other Capnodiales species with various lifestyles including the biotrophic plant pathogen *Passalora fulva*, hemibiotrophic plant pathogen *Z. tritici*, and saprotrophic fungus *B. compniacensis*. In an orthoMCL comparison between the four species, potential clusters of orthologous genes for comparative analyses were determined. A total of 139 genes (59 clusters) were unique to *P. fructicola* (orphans), and 5479 one-to-one orthologous genes (5337 clusters) of *P. fructicola* were identified. About 63% of the orphans were hypothetical protein-coding or had no homology to sequences in GenBank. Five orphans containing lipase_GDSL_2 domain (PF13472), a family of presumed lipases, were probably associated with colonization of the epicuticular wax layer on plant surfaces. *P. fructicola* had reduced cluster size; that is, it and *B. compniacensis* had the minimum number of multi-gene clusters (2 genes at least), compared with *Z. tritici*, *Passalora fulva* or *Saccharomyces cerevisiae* (Fig. S4). Some genes involved in transmembrane transport and hydrolase glycosyl chain activity were multi-gene clusters in *Z. tritici*, but there was only one copy of each cluster in *P. fructicola* (Table S4). Reduction in the size of gene families may be a key contributor to *P. fructicola*’s exceptionally diminutive genome among Dothideomycetes fungi. 

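Tables S5 to S9 pair yeast genes of metabolic pathways with genes of *P. fructicola*. Of their 610 rows, 581 (95.2%) name a gene, and the 380 distinct genes they name were all present in the annotation. All 55 rows of nucleotide metabolism had a gene, as did 134 of 137 rows of carbohydrate metabolism, 193 of 207 of amino acid metabolism, 187 of 198 of lipid metabolism and 12 of 13 of cofactor metabolism. Rows without one include His3 of histidine synthesis, Lys5 of lysine synthesis, the threonine aldolase Gly1, and Aur1, Kei1 and Ipt1 of sphingolipid synthesis. Others are not steps of a pathway, such as the transporters Opt1, Opt2, Avt3 and Vba3. The pathway genes were also expressed, with at least 10 FPKM in every library for 348 of the 380 (91.6%), against 69.2% of the 7692 other genes. All 21 genes of the TCA cycle, 12 of glycolysis and 7 of the pentose phosphate pathway were among them. Median FPKM of the TCA cycle genes was 1282 at 5 d, 512 at 15 d and 944 with PEG, and that of the glycolysis genes was 575, 190.6 and 646. Among the pathway genes under 10 FPKM, Dur3 (g157) and Cdd1 (g301) are named here after their values were seen. Dur3, a urea transporter, had 2.81 FPKM at 5 d and was listed at 0 in both libraries of 15 d. The cytidine deaminase Cdd1 had 1.82 FPKM at 5 d and was likewise listed at 0. At a threshold of 50 FPKM in every library, 228 pathway genes remained.

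**Figure D4:**
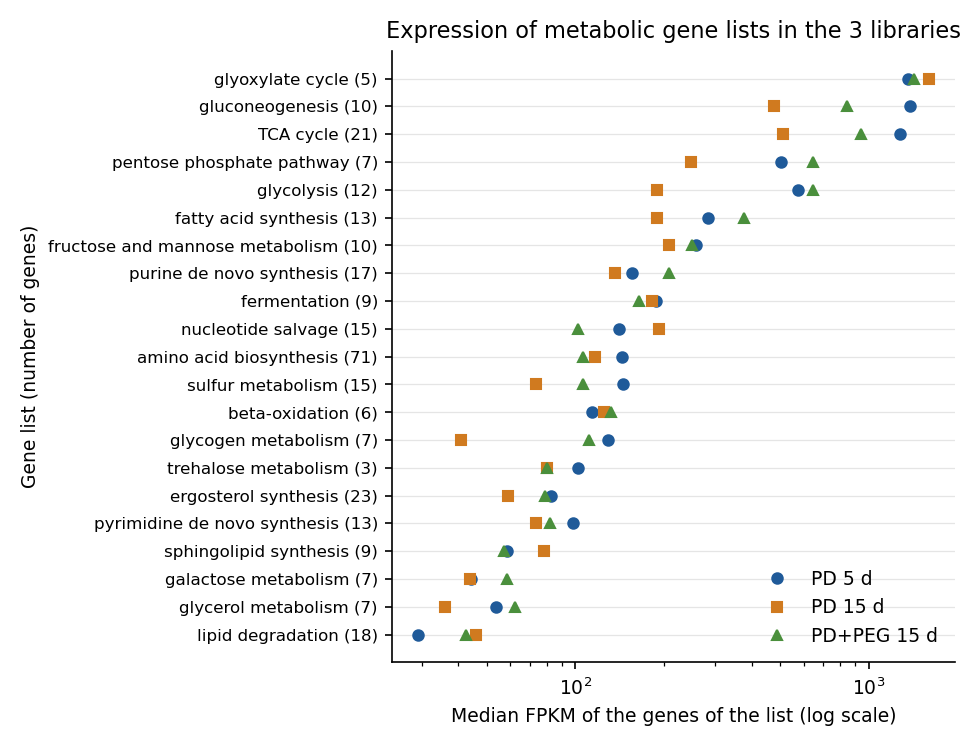
Median FPKM (x axis, log scale) of the genes of 21 metabolic lists from Tables S5 to S8 (y axis, with the number of genes) in the 3 libraries. The TCA cycle, gluconeogenesis and the glyoxylate cycle have the highest medians, and in glycolysis the 15 d library without PEG (190.6) lies below the other libraries.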

Although reduction in the number of gene families often occurred in *P. fructicola* [12], key metabolic pathways were completely retained, including genes involved in carbohydrate metabolism, amino acid metabolism, nucleotide metabolism, lipid metabolism and cofactor metabolism (Table S5, Table S6, Table S7, Table S8 and Table S9).

## Discussion

Sooty blotch and flyspeck (SBFS) fungi occupy an exclusively surface-dwelling niche. An ecologically distinctive group of plant pathogens, they have smaller genomes than their plant-penetrating parasite relatives [12–14]. The SBFS fungus *Peltaster fructicol*a was found to possess the smallest known genome size in Dothideomycetes [15], which is one of the largest groups of fungi with a high level of ecological diversity and life styles [15]. Expect, *P. fructicola* has higher gene density than other characterized Dothideomycetes species, only except for *B. compniacensis.* Comparing to fungi out of Dothideomycetes, *P. fructicola* also had similar gene density with highly compact fungal species *Pneumocystis jirovecii* and *Taphrina deformans* [8, 9]. Furthermore, by analysis of genome architecture, we confirmed that *P. fructicola* is not only the smallest but also the most compact fungus in Dothideomycetes, and highlighted the mechanisms associated with formation of its compact genome structure.

A remarkable feature of *P. fructicola* was a reduction in the number of repeats, a similar mechanism to that reported for the Ascomycota fungus *Pneumocystis jirovecii* [9], the basidiomycete yeast *Mixia osmundae* [33], the early-diverging fungus *Encephalitozoon cuniculi* [34], the algae *Ostreococcus tauri* and *Cyanidioschyzon merolae* [3, 35], the bladderwort plant (*Utricularia gibba*) [36], the pufferfish (*Tetraodon nigroviridis*) [37], and the Antarctic midge *Belgica antarctica* [38], whose small genomes are also characterized by compactness. An approximately 0.3% repeat content of the assembled *P. fructicola* genome was lower than that of *B. compniacensis* (0.8%) which was formerly the smallest fraction reported in Dothideomycetes [15]. Now, repeat content of *P. fructicola* was the smallest proportion reported not only in Dothideomycetes but also in the above eukaryotic compact species. Transposable elements (TEs) are enigmatic genetic units that play important roles in the evolution of eukaryotic and prokaryotic genomes [39]. Fungal genomes have varied TEs contents (from 0.7% of *Botrytis cinerea* to 70% of *Blumeria graminis* f. sp. *hordeï*) [39]. The 0.05% TE composition of *P. fructicola* shows substantial reduction. In particular, the number of retroelements was significantly fewer than that of the highly compact fungus *S. cerevisiae.* Avian malaria parasites *Plasmodium falciparum*, *P. knowlesi* and *P. relictum* are the only eukaryotes having no full-length TE detected in their genomes [40]. No full-length TE was detected in the *P. fructicola* genome, and all LTRs were fragments that entailed loss of all retroelementinternal sequences. *P. fructicola* may be the first fungus reported that contains no complete TEs. LTRs do not always lead to genome size expansion over evolutionary time, because there are also processes for rapid removal of DNA, such as from flowering plant genomes by accumulated deletions caused by illegitimate recombination [41–43]. Such recombination may also play an important role in genome shrinkage of fungal species*.*

Streamlining theory predicts that oligotrophic bacteria [30, 44] should have smaller genome sizes, with few rDNA copies, than non-oligotrophic bacteria. We found that the oligotrophic fungus *P. fructicola* followed this trend, containing just nine rDNA copies. It was generally assumed that rDNA redundancy allows the cell to maintain a functional ribosome in diverse environments and that a higher rDNA copy number allows for an increased rate of rRNA synthesis, resulting in a higher level of ribosome production and more rapid growth [45]. The reduction to nine rDNA copies in *P. fructicola* may reflect its genome stability as a result of adaptation to an extreme environment [46]. Few rDNA copies together with a minimal number of tRNA genes, suggest slow transcription and translation processes in *P. fructicola*, but growth efficiency could be high [29]. Interestingly, small and compact genomes of *Taphrina deformans*, *Pneumocystis jirovecii*, *Ostreococcus tauri* and *Cyanidioschyzon merolae* were achieved by this feature, with 1–5 rDNA copies, resulting in a strong positive relationship between rDNA copy number and genome size [25] or compact architecture. In the present study, the chromosome-scale assembly confirmed that TAGGG was the telomere repeat sequence in all *P. fructicola* chromosomal ends. In most filamentous fungi, the telomeres are composed of many copies of the sequence TTAGGG [47], and the *P. fructicola* telomere sequence, TAGGG, had never been found previously in fungal species. Most telomeric repeats range from 6 to 26 nucleotides [47], but the telomere repeat sequence of *P. fructicola* is composed of only 5 nucleotides, the shortest known telomere repeat unit among fungi.

Intron size has been positively correlated to TE number [32, 38], suggesting that small intron size of *P. fructicola* may be a result of fewer TEs. The intron size of *P. fructicola* was much less than that of a variety of genome sequenced Dothideomycetes species and the highly compact genome yeast *S. cerevisiae*. When compared to species outside the fungal kingdom, mean length of introns was much less than for the smallest free-living eukaryote, *Ostreococcus tauri* (103 bp) [3]. We suggest that reduction of intron size of the oligotrophic fungus *P. fructicola* might save a large amount of energy and resources used for intron processing. Moreover, intergenic regions in *P. fructicola* were the shortest among Dothideomycetes species, and the occupied proportion of the genome was close to that of *S. cerevisiae* and the compact yeast-like fungus *P. jirovecii* [9]. Shortening of intergenic regions and reducing intron size were clearly two major mechanisms behind the intense degree of genome compaction of *P. fructicola*. By transcribed coverage analysis of *P. fructicola*, *Colletotrichum fructicola*, *Passalora fulva*, *Zymoseptoria tritici*, *Alternaria brassicicola*, and *Ustilago maydis*, we suggest that its small introns and high relative contents of exon information may lead to a relatively high level of transcriptional coverage compared to these none compact fungal species examined. In the *S. cerevisiae* genome, loss of intron number was a major compaction mechanism. Therefore, we suggest that reduction of intron length rather than intron number in *P. fructicola*, *Taphrina deformans* and *Pneumocystis jirovecii* genome is the compaction mechanism. This is highly unusual in filamentous fungi.

Range of chromosome numbers in Ascomycota was 4 in *Fusarium graminearum* to 21 in *Zymoseptoria tritici* [21, 48]. Five chromosomes of the finished *P. fructicola* genome significantly reduced compared to 21 chromosomes in its related species *Z. tritici*. Compared to other species whose genomes are compact, a reduced number of chromosomes is a unique feature of *P. fructicola*, for example, 11 chromosomes in *Encephalitozoon cuniculi*, 16 in *S. cerevisiae*, and 20 in *O. tauri* and *C. merolae* [3, 34, 35]. Gene function of the five *P. fructicola* chromosomes was almost entirely non-redundant and only five collinearity blocks were detected. Cluster analysis of gene families revealed that *P. fructicola* had reduction in the size of gene families compared to non-compact genomes. Although genes involved in plant cell wall degradation, secreted peptidases and effectors were drastically reduced because the fungus does not interact with host immune defenses [12], all other major metabolic pathways were basically retained. It was different from the genome compact species *Pneumocystis jirovecii*, with substantial reductions of many metabolic pathways [9]. So we suggest that high gene density of *P. fructicola* appeared to constrain genome architecture, rather than gene content. Nevertheless, *P. fructicola* is an interesting anomaly among sequenced filamentous fungi in having a strikingly compact genome.

## Conclusion

In this study, we report the nuclear-genome sequence of *Peltaster fructicola* in a chromosome-scale assembly. Analysis of genome architecture and gene content revealed that *P. fructicola* genome possesses the smallest and the most compact genome in Dothideomycetes, and further yielded new insights into mechanisms for compaction in filamentous fungi. The intense degree of genome compaction in *P. fructicola* appeared to be the result of several processes. One major factor is the very low repeat content. Shortening of intergenic regions, small introns and very high coverage of transcribed regions are additional important factors. A reduced number of chromosomes and diminutive size of gene families also played roles in the intense genome compaction. Compaction mechanisms of filamentous fungus such as *P. fructicola*, *Taphrina deformans* and *Pneumocystis jirovecii* are distinct from those of yeasts such as *Saccharomyces cerevisiae*. Shortening of intergenic regions and reduction of intron size were clearly two major factors in the exceptional degree of genome compaction of *P. fructicola*. We considered that *P. fructicola* genome was highly compact by means of mechanisms that are distinct from those of *S. cerevisiae.* Interestingly, most of these genomic features of *P. fructicola* are shared by the extremophilic filamentous saprophyte *B. compniacensis* and another SBFS fungus, *Ramichloridium luteum*. Even some animals and plants that live in extreme environments exhibit genome reduction, and several kingdoms may share similarities in mechanisms of genome compact in such challenging habitats. Characterizing the exceptionally tiny genome of *P. fructicola* substantially broadens our understanding of the various compaction mechanisms in the fungal kingdom.

## Methods

### Biological sample

*Peltaster fructicola* strain LNHT1506 was obtained from a SBFS colony on the surface of a crabapple (*Malus* × *micromalus* Makino) fruit collected in Suizhong County, Liaoning Province, China. The cultures were purified by single spore isolation, maintained on potato dextrose agar (PDA) at 25 °C and stored as glycerol stock (15%) at -80 °C in the Fungal Laboratory of Northwest A&F University, Yangling, Shaanxi Province, China.

### DNA library preparation and Nanopore sequencing

DNA was extracted using the Qiagen® Genomic DNA Kit following manufacturer guidelines (Cat#13323, Qiagen). Quality and quantity of total DNA were evaluated using a NanoDrop™ One UV-Vis spectrophotometer (Thermo Fisher Scientific, USA) and Qubit® 3.0 Fluorometer (Invitrogen, USA), respectively. The Blue Pippin system (Sage Science, USA) was used to retrieve large fragments by gel cutting. DNA repair was performed using a purchased DNA repair mix (NEBNext FFPE DNA Repair Mix, NEB M6630). End repair and dA-tailing used NEBNext End repair/dA-tailing Module (E7546, NEB). Ligation was then performed by Ligation Sequencing Kit 1D (SQK-LSK108, Oxford). MinION sequencing was performed as per manufacturer’s guidelines using R9.4.1 flow cells (FLO-MIN106, ONT and controlled using Oxford Nanopore Technologies MinKNOW software. Flow cells were then transferred to Nanopore GridION × 5 (Oxford Nanopore Technologies, UK) for nanopore single molecular sequencing.

### De novo genome assembly

Canu v. 1.5 was used to assemble the Nanopore reads data set with default parameter [49]. One telomere was missing in a unitig by Canu assembly. To obtain a more complete assembly (telomere to telomere) the Nanopore data was analyzed along with Illumina data [12], and SPAdes v. 3.9.0 [50] was run with “-m 100 --nanopore nanopore.reads.fa --trusted-contigs canu.assembly.unitigs.fa -1Illumina.reads1.fastq -2 Illumina.reads1.fastq”. We then obtained a chromosome-scale assembly with all 10 telomeres filled in at the ends of the five unitigs. According to unitig size from largest to smallest, we defined chromosome names as pf_chr1 to pf_chr5. After the assembly step, we polished each set of unitigs with Pilon (v. 1.22) [51] using ~ 256× of Illumina 2 × 100 bp paired-end reads, and then used software Nanopolish v. 0.10.1 (https://github.com/jts/nanopolish) to do ‘second polish’ with nanopore fast5 files. To achieve a high-quality assembly (more complete and without gaps) assembly, we conducted a ‘third polish’ stage by using Pilon.

### Gene and repeat annotation

Gene annotation was accomplished using the BRAKER annotation pipeline to map expressed sequence tag evidence and ab initio gene predictions to the draft genome [52]. Filtered RNA-sequencing reads from a reference genome [12] and those sequenced in this study (GSE121872) were mapped to the genome with TopHat2 and putative transcripts were assembled with Cufflinks [53, 54]. The putative transcripts were used in BRAKER v.2.1.0 as expressed sequence tag evidence. The genome completeness of assembly was assessed using BUSCO v. 1.2 [55]. In all cases, we ran BUSCO in the protein mode, using the Fungi reference database with ‘-l fungi -m OGS’ parameter. Repeat sequences were identified by RepeatMasker v. 4.0.5 (http://www.repeatmasker.org) and RepeatModeler v. 1.0.7 [56] pipeline with RepBase library (version: 20170127). The syntenic information was detected by MCScanX [57] and drawn by Circos as circular plots [58]. Transcribed coverage was computed by all transcribed exons divided by genome size. When multiple isoforms were found, the shortest length of isoform was chosen for further analysis. The length of intergenic and intron was extracted and calculated by the in house PERL scripts.

### Protein family analysis

We identified ortholog pairs among selected fungal genomes by using OrthoMCL v. 2.0.9 (Table S10). To construct a genome-based phylogenic tree, MAFFT v. 7 was used to align single-copy ortholog pairs (http://mafft.cbrc.jp/alignment/server), conserved sites were extracted by using Gblocks v. 0.91b with the default parameters [59] and RAxML was used to construct maximum likelihood tree [60]. OrthoFinder was used to identify single or multi-copy genes from selected species [61].

### Transcriptome analysis

We designed five treatments including mycelia on potato dextrose broth (PD) for 5 d, mycelia on PD for 15 d, mycelia on PD with PEG 6000 for 15 d, mycelia on potato dextrose agar (PDA) for 15 d, and mycelia from artificial inoculations onto apple fruit in the field (15 d). Sequencing data from the latter two trials were published in our previous study [12].

For each sample, 10 μg of total RNA were used for RNA-seq library construction. Before being used for directional RNA-seq library construction, oligo (dT)-conjugated magnetic beads (Invitrogen) was used to purify and concentrate Polyadenylated mRNAs. Purified mRNAs were then iron fragmented at 95^o^ C and followed by end repair and 5’adaptor ligation. Next, reverse transcription was performed by using RT primer harboring 3′ adaptor sequence and randomized hexamer. After cDNAs were purified and amplified, PCR products were purified corresponding to 200–500 bps, quantified and stored at -80^o^ C until used for sequencing. The libraries were paired-end sequenced with a read length of 125 bp using Illumina HiSeq™ 2500 sequencing platform. After filtration, clean reads were mapped to the reference genome assembled in this study using TopHat v. 2.0.9 with the parameter “-g 1” [62]. TopHat was used to conduct mapping our sequenced species including *Peltaster fructicola*, *Ramichloridium luteum* [13] and *Colletotrichum fructicola* [63]. For other species in this study, we used Hisat2 v. 2.1.0 to map reads to their genomes with the parameter “--dta-cufflinks --sra-acc <SRA accession number>” [64]. SRA accession number was list in Table S11. A different gene expression profile was created using software Cufflinks v. 2.2.1 [53].

## Supplementary information

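Each row of Tables S5 to S9 pairs a gene of *S. cerevisiae* with the gene of *P. fructicola* that the authors matched to it, so the names used here for *P. fructicola* genes are those of their yeast matches. A name can cover several genes, and 7 symbols were paired with more than 1 gene (Can1, Gln1, Hnm1, Icl1, Lpd1, Tpn1 and Vht1). The tables name 3 isoforms that the deposited annotation does not hold, of the genes g3361 and g4720. Both genes themselves are annotated.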

**Additional file 1: Table S1.** Genes in subtelomeric regions. ‘L’ means the left end of chromosomes. ‘R’ means the right end of chromosomes. **Table S2.** The annotations of collinear genes. **Table S3.** Repeat content in *Peltaster fructicola*. **Table S4.** Cluster containing unique gene in *Peltaster fructicola* but multi-genes in *Zymoseptoria tritici*. **Table S5.** Genes involved in carbohydrate metabolism. **Table S6.** Genes involved in amino acid metabolism. **Table S7.** Genes involved in nucleotide metabolism. **Table S8.** Genes involved in lipid metabolism. **Table S9.** Genes involved in cofactor metabolism. **Table S10.** Strain number and download source of selected species for phylogenomics. **Table S11.** Sequence Read Archive (SRA) accession number lists.

**Additional file 2: Figure S1.** Protein length distribution in *Peltaster fructicola*. Average length was 500 aa.

**Additional file 3: Figure S2.** Intron size distribution comparison. Box plot comparing the natural logarithm of intron size for the selected species and an outgroup member. Each box represents the interquartile range and outliers that are more than or less than 1.5 times the interquartile range are represented as dots in the boxplots.

**Additional file 4: Figure S3.** GO annotation information of *Peltaster fructicola* genome*.*

**Additional file 5: Figure S4.** Analysis of gene numbers and copies of *Peltaster fructicola*, *Baudoinia compniacensis*, *Zymoseptoria tritici*, *Passalora fulva* and *Saccharomyces cerevisiae*. Gene numbers of single copy and multi-copies are shown on the color bars.

## Data Availability

The genome assembly and gene annotation are available in the NCBI Genbank with WGS accession numbers of CP051139-CP051143. Raw sequencing reads are available in the NCBI Sequenced Read Archive under the accession numbers SRR11481813. The transcriptome data sets have been deposited at the Gene Expression Omnibus at the NCBI database under accession number GSE121872. The accession numbers obtained from NCBI database and subsequently analysed in this study are included in the Additional file 1 (Table S11).

## Abbreviations

BLASTN: Basic Local Alignment Search Tool Nucleotide
BUSCO: Benchmarking Universal Single Copy Orthologs
FPKM: Fragments Per Kilobase of transcript per Million fragments mapped
GO: Gene Ontology
SBFS: Sooty Blotch and Fly Speck

How the deposited data were processed for this re-analysis (not part of the article)

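The data were a gene annotation of *P. fructicola* and a table of gene expression in 3 libraries of mycelium, grown on potato dextrose broth (PD) for 5 d, on PD for 15 d, and on PD with PEG 6000 for 15 d. Each condition had 1 library, and nothing was pooled. No genome sequence was used here, so the telomere repeat, repeat elements and rDNA units were not analysed here.

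The authors made the annotation with BRAKER 2.1.0, using reads mapped with TopHat2 and transcripts assembled with Cufflinks as evidence. Its feature positions were used as deposited. The confidence score of each intron is the value the authors deposited from AUGUSTUS. The authors computed FPKM per gene, that is fragments per kilobase of exon scaled to the mapped fragments of the library, with Cufflinks 2.2.1 after mapping with TopHat. The methods give version 2.0.9 of TopHat, and the processing notes of the submitters give TopHat2 2.1.0. Any further scaling between the libraries was not given in the sources used here. The number of other columns of values per sample in the table was 0.

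Values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Lengths and counts of proteins, exons and introns were taken from the shortest isoform of each gene. Gene counts and densities used gene models. A gene's extent covered all its isoforms, for intergenic distances, the intergenic share and subtelomeric genes. The shares of coding exons and of expressed genes in the assembly also covered all isoforms. Overlapping neighbours were left out of the median distance. Subtelomeric genes lay wholly within 25 kb of a chromosome end. Intervals of densities are exact Poisson intervals at a level of 95%.

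Expression was compared as log2 of the ratio of FPKM plus a pseudocount of 1, among genes with an FPKM of at least 10 in at least 1 of the 2 libraries compared. On this scale the change of a gene with low FPKM is understated. Genes higher or lower by at least 4-fold were counted, with no test and no p-value, since a single library per condition gives no spread. A gene list was described by its median log2 ratio and by the percentile of that median among 10000 random lists of the same size, matched on mean expression in 20 bins. A list was called lower or higher when this percentile fell below 2.5 or above 97.5. This describes the libraries, not the conditions. The 21 lists were sections of Tables S5 to S8, fixed from the tables' headings. Both planned comparisons use the library of PD at 15 d. The comparison of PEG at 15 d with 5 d was added after the data were seen.

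Genes were taken by a rule fixed in advance, apart from a few that were named for their place, length or FPKM after the values were seen. The text prints only part of the genes that the rule takes, and no rule set which of them are printed. The rule takes every gene that the text or Table S1 gives with a predicted function. For each planned comparison it takes the 12 highest and 12 lowest log2 ratios among the genes of Tables S5 to S9, and the 2 highest and 2 lowest in the whole annotation. It further takes the genes of glycerol and trehalose metabolism with the transporters Stl1 and Fps1, the 5 genes with the highest mean FPKM, and the gene of the longest intron.

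The depth was estimated from the median of the 5 lowest nonzero products of FPKM and coding length in each library, taken as 1 fragment, which overstates the depth where these values rest on fractions of fragments. A gene of 1 kb with 3 fragments then has 0.666 FPKM at 5 d, 0.565 at 15 d and 0.88 with PEG. The counting of genes was tested on simulated data drawn at these depths, with 200 genes changed. For 15 d against 5 d, 98% of genes changed 6-fold and 0.5% of those changed 3-fold were counted as 4-fold apart. For PEG against no PEG, the shares were 99% and 1.5%. The number of unchanged genes counted was 0 in each. The simulation holds counting error only, so variation between cultures or libraries is not covered, and it does not show how many of the counted genes would differ between replicates. Of 200 random lists of simulated genes, 7.5% and 3.5%, respectively, fell outside the central 95%. These lists were drawn from the same genes as the random lists they were compared with, so a small share is set in advance. They do not show how often lists of genes that vary together would be called.

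The alternatives and the design were written before the data were examined, apart from those marked otherwise. They cover the isoform, the extent and orientation of genes, the subtelomeric window, the rule over libraries, the pseudocounts 0.1 and 10, the filter on low FPKM, the fold, and 2 scalings between libraries. Means and medians were compared with 95% intervals from 1000 bootstrap samples over the genes, exons, introns or gaps they describe. Densities were compared with Poisson intervals. For shares of the assembly the interval treats each base as independent, so it is very narrow and small shifts leave it. Counts were compared with a range of 1.5 times, and the longest intron had to stay the same.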

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

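The tests of depth and of a few genes taking most of the signal, and the look at a mislabelled library, were chosen only after the result was seen, and so was the comparison of PEG at 15 d with 5 d.

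The paper does not report differences between the 3 libraries. Between 5 d and 15 d on PD, 658 of 7055 genes were higher and 311 lower by at least 4-fold at 15 d. The median log2 ratio of all genes was 0.45. With the median ratio set to 1 the counts were 384 higher and 494 lower, and with upper-quartile scaling 472 and 418, so which direction prevailed depended on the scaling. PEG at 15 d against no PEG gave 324 higher and 542 lower of 7060 genes, with a median of -0.35. Here the scaled counts were 467 and 335, or 405 and 427 by upper quartile.

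Of the 21 lists, 10 stood lower at 15 d than at 5 d, beyond random lists of like expression. The median log2 ratio was -1.33 for glycolysis, -1.27 for the TCA cycle, -1.46 for gluconeogenesis, -1.53 for the pentose phosphate pathway, -1.81 for glycogen metabolism and -0.84 for glycerol metabolism. It was -0.70 for pyrimidine synthesis, -0.69 for sulfur metabolism, -0.24 for ergosterol synthesis and -0.10 for amino acid biosynthesis. Ergosterol synthesis lay just beyond its random range, whose lower bound was -0.19, and amino acid biosynthesis, with 70 genes, just beyond -0.04. For glycolysis that bound was -0.74. Sulfur metabolism and amino acid biosynthesis share 8 genes, so the 10 calls are not independent. Relative to the median of all genes, glycolysis stood at -1.78 and amino acid biosynthesis at -0.55. No list stood higher, and 11 lay within the random range, from -0.60 for fructose and mannose metabolism to 0.23 for beta-oxidation. The 11 include other lists of carbon metabolism, namely the glyoxylate cycle, fermentation and galactose metabolism. Members of a list could also differ, since 1 of the 7 glycogen genes was higher by at least 4-fold.

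With PEG at 15 d, 6 lists stood higher than without it, and 15 lay within the random range. The median log2 ratio was 1.31 for glycolysis and for gluconeogenesis, which share 6 genes. It was 1.38 for the pentose phosphate pathway, 0.88 for the TCA cycle, 1.58 for glycogen metabolism and 0.83 for glycerol metabolism. Relative to the median of all genes, glycolysis stood at 1.66. Both comparisons use the same PD 15 d library, so opposite directions between them can come from that library alone.

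The PD 15 d library stood apart from the others, with a Spearman's rho across genes of 0.82 with 5 d and 0.83 with PEG, against 0.93 between those 2. Depth alone does not account for it, since 16.5% of the 2836 genes with at least 100 FPKM were at least 4-fold apart between 15 d and 5 d. Neither does a trend with coding length (904 genes 4-fold apart with the trend taken out, 890 with the overall median taken out) nor a few genes taking most of the signal (878 with the median ratio set to 1, against 969). A mislabelled library stays open and untested: the gap between the highest and the next rho, 0.0957, restates the pattern itself, and 1 library per condition allows no check of the labels. The age of the culture and PEG, the differences the design names, stay open as untested explanations.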

How the results depend on the processing

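The alternatives for intron confidence, introns over 950 bp left out, introns of all isoforms per gene, chromosome sizes, the largest gaps, the PEG comparison with 5 d and matching on coding length were chosen after the data were seen. Of 100 alternatives of results other than gene lists, 69 left the value within its range. For the lists, 163 of 168 alternatives left the call and its direction in place. The 5 others were lists within the random range that left it when random lists were not matched on expression. Scaling by the median ratio shifts a list and its random lists almost alike, so it could hardly change a call. The smaller pseudocount alters the ratios of most genes past the FPKM filter only slightly. The count of unchanged calls thus rests in part on settings that could scarcely move them. The low expression of subtelomeric genes held against runs of neighbouring genes, by mean FPKM and with lists matched on coding length. No paired analysis was possible because each condition has a single library. Depth limits genes near 1 FPKM, which rest on a few fragments.

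Some values changed because the alternative counts something else. Gene density was 434.9 per Mb with transcripts, the median exon 184 bp for internal exons, and introns per gene 2.06 for genes with introns and 1.36 with the introns of all isoforms. The longest intron was 1013 bp at a confidence of 1. Intergenic medians were 193 bp for convergent, 595 bp for divergent and 578 bp for tandem pairs. The intergenic share was 30.9% by last annotated coordinates and 32.0% with the shortest isoforms. The transcribed share was 57.0% at 10 FPKM, 68.7% for whole gene models and 68.9% for all gene models. A 50 kb window held 126 subtelomeric genes, 581 rows named a pathway gene, and 228 pathway genes had at least 50 FPKM in every library.

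Counts of genes 4-fold apart fell with a pseudocount of 10, to 270 higher and 204 lower for 15 d against 5 d, 200 and 244 for PEG against no PEG, and 26 and 29 for PEG against 5 d. At 2-fold they were 2233 and 951, 1030 and 2008, and 788 and 531, respectively. With the median ratio set to 1, 384 genes were higher and 494 lower at 15 d against 5 d, and 335 were lower with PEG against no PEG. The cause of the shift between scalings was not tested.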

Differences from the paper's values

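Every value measured here lay within 1.5 times of the paper's value in the settings used first. The widest gap was in the transcribed share, 64.0% here against the paper's 92.2%, where the values measure different things. All settings used here rest on coding gene models, which cover at most 68.9% of the assembly, and the paper's value counts primary transcripts across 5 stages, so the settings here could not have reached it. Genes with at least 1 FPKM numbered 8030 against the paper's 8057, and those with at least 10 FPKM 7164 against the paper's 7658, with 3 libraries here and 2 further treatments in the paper. Subtelomeric genes numbered 39 against the paper's 30, while Table S1 lists 29. The 39 count right ends from the last annotated base. The number was 31 with the sizes the paper gives for chromosomes 1 and 5 and its N50 taken as the size of chromosome 3. That setting was chosen after the values were seen.

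Mean protein length was 494 aa against the paper's 500 aa, and 500.5 aa over all isoforms. The median exon of 324 bp against the paper's 328 bp came to 328 bp with the longest isoform. Introns per gene were 1.33 against the paper's 1.36, and 1.36 with the introns of all isoforms divided by the number of genes, a setting chosen after the values were seen.

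The paper ranks chromosome 5 first in gene density. Here chromosome 1 had 432 and chromosome 5 had 431.5 genes per Mb, with overlapping intervals, and chromosome 2 was lowest at 417, as in the paper. These densities use the last annotated base. With the sizes the paper gives, a setting chosen after the values were seen, chromosome 5 came first with 430.7 genes per Mb and chromosome 1 had 430.1, a gap within the rounding of those sizes. The paper describes the key metabolic pathways as complete. In its Tables S5 to S9, 581 of 610 rows name a gene and 29 do not. Rows are not pathway steps, so this count is not a count of missing steps. The rows without a gene hold transporters such as Opt1, Opt2, Avt3 and Vba3, and several rows of Asp3. They also hold His3 and Lys5 of amino acid synthesis.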

Other observations

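The tests of the intron length edge, and the comparison of PEG at 15 d with 5 d, were chosen only after the result was seen.

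Several enzymes with high expression at 5 d were far lower in the library of 15 d on PD and high in that with PEG. These genes were picked by extreme ratios that use the single PD 15 d library, so that library alone can give this pattern. Only part of the genes so picked are given here, chosen without a rule. Thi4 (g5063), of thiamine synthesis, had 2397 FPKM at 5 d, 113 at 15 d and 2167 with PEG. Pyruvate carboxylase (Pyc1/Pyc2, g1420) had 3818, 495 and 7865 FPKM, and the fatty acid desaturase Ole1 (g3082) had 2435, 319.5 and 1958. The same dip at 15 d on PD was found for the fatty acid synthase Fas2 (g4440; 146, 17.0 and 83.4), the glycogen phosphorylase Gph1 (g2639; 129.5, 9.35 and 63.9) and ribose-5-phosphate isomerase (Rki1, g7766; 285, 32.4 and 319.9). Not every gene of this set was higher with PEG than without it: Ant1 (g285), a peroxisomal carrier, had 89.2, 15.2 and 14.5 FPKM. Other genes peaked at 15 d without PEG, among them Scs7 (g3962), a sphingolipid hydroxylase, with 108, 1384 and 51.8 FPKM. An alcohol dehydrogenase (g7903) had 13.7, 212 and 4.11 FPKM, the glycogen branching enzyme Glc3 (g6450) 119.7, 727 and 111.02, and malate synthase (Mls1/Mls2, g3014), of the glyoxylate cycle, 549, 2529.6 and 345. The pathway gene with the highest ratio of 15 d to 5 d was Vht1 (g2390), with 6.92, 179.8 and 37.0 FPKM. Of 370 pathway genes, 18 were higher and 22 lower by 4-fold at 15 d than at 5 d, against 658 and 311 of all genes. With PEG against no PEG, 20 of 370 pathway genes were higher and 8 lower. In the whole annotation, the gene with the lowest ratio of 15 d to 5 d and the highest ratio of PEG to no PEG was g4076, with 560.3, 0.666 and 1099 FPKM. The highest ratios of 15 d to 5 d belonged to g5837 (7.68, 707 and 38.3) and g7686 (7.09, 659 and 48.5). Tables S5 to S9 name none of these.

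Among the genes of glycerol metabolism, Gpp1 (g5990), a glycerol-3-phosphatase, had 45.3 FPKM without PEG and 233 with it at 15 d, against 174 at 5 d. The glycerol transporter Stl1 (g8044) had 75.5 FPKM without PEG and 189 with it, against 129 at 5 d. The glycerol-3-phosphate dehydrogenase Gpd1 (g1736) had 36.1 and 28.6 FPKM, against 33.3 at 5 d. Of the genes that use glycerol, the kinase Gut1 (g2862) had 195 FPKM without PEG and 347 with it, against 361 at 5 d, and dihydroxyacetone kinase (Dak1/Dak2, g3672) had 29.5 and 62.4, against 53.7 at 5 d. The dehydrogenase Gut2 (g380) had 31.6 FPKM without PEG and 18.8 with it, against 27.8 at 5 d. Triose phosphate isomerase (Tpi1, g4388) had 635 and 2334 FPKM, against 2448 at 5 d, and the lipase Yju3 (g7639) had 19.2 and 32.3, against 21.0 at 5 d. Genes of glycerol use thus included higher and lower values with PEG. In glycerol synthesis Gpd1 was lower, but its log2 ratio of -0.32 was near the median of all genes (-0.35). The glycerol channel Fps1 (g2579) was listed at 0 at 5 d and had 11.7 FPKM at 15 d and 8.89 with PEG. In trehalose synthesis, Tps1 (g4720) had 47.5 FPKM without PEG and 32.6 with it, against 17.7 at 5 d, and Tps2 (g6688) had 129.9 and 240.8, against 182 at 5 d. Trehalase (Nth1/Nth2/Ath1, g3361) had 80.06 and 80.17 FPKM, against 102 at 5 d. For Gpp1, Stl1, Gut1, Dak1/Dak2, Tpi1, Yju3 and Tps2, the library of 15 d without PEG was the lowest of the 3, and PEG stood closer to 5 d than to it.

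The libraries of 5 d and of PEG at 15 d differed least. Of 6650 genes, 128 were higher and 91 lower by 4-fold with PEG, or 106 and 115 with the median ratio set to 1. Among the 21 lists, amino acid biosynthesis was lower with PEG than at 5 d, with a median log2 ratio of -0.35 beyond the random range of -0.14 to 0.24. The other 20 lay within theirs. Fatty acid synthesis (-0.36, 12 genes measured) and the TCA cycle (-0.35, 21 genes) had like medians but wider random ranges. The call of amino acid biosynthesis, with 70 genes, thus rests on its length as well as its median. Subtelomeric genes were higher at 15 d than at 5 d, with a median log2 ratio of 1.25 against 0.21 to 1.11 in matched random lists and 0.46 over all genes with at least 1 FPKM. Of 38 such genes, 20 were higher and 5 lower by 2-fold. Over the 7055 genes with at least 10 FPKM in at least 1 of these libraries, 2233 were higher and 951 lower by 2-fold. Some of the 38, such as g8066 and g8071, were listed at 0 at 5 d, and the comparison uses the single PD 15 d library. With PEG the median of the subtelomeric genes was -0.92 against no PEG, inside the random range.

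The introns over 950 bp form a separate group in the annotation. A length model of the gene predictor, in which long introns are scored apart from short ones, is a candidate explanation. It was raised by the edge itself, since 173 introns exceeded 950 bp by at most 25 bp and 0 lay in the 25 bp below. These counts restate the pattern and are no test of it. The share at full confidence was also lower than among introns of over 400 and up to 950 bp. Without this group the mean intron length is 67.0 bp. Such introns might also join neighbouring genes by mistake, but this stays open, since their genes code for 1.48 times the median length of other genes with as many exons, between the bounds set for the test. The longest intron of 1053 bp belongs to this group, and the longest below it had 914 bp. No biological explanation was tested.

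Subtelomeric genes had low FPKM. Short coding sequences do not account for it, since their median stood at percentile 0 of random lists matched on coding length, whose medians ranged from 36.1 to 112.7 FPKM, and their median coding length was 1119 bp. Reads shared between similar genes were not tested, and no biological explanation was tested.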
